A study of Mus musculus with 100 samples. Its data were reported in "A TLR4/TRAF6-dependent signaling pathway mediates NCoR coactivator complex formation for inflammatory gene activation" (2024).

How the data were processed

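ChIP-seq of H3K27ac and of 8 factors was carried out in mouse BMDMs and differentiating osteoclast precursors, 100 samples in 50 groups of 2. The authors provided raw tag counts per region and library (counts) in 15 tables covering 70 libraries. The 30 sequenced input samples have no column in these tables and were not analysed here. Per the labels and the study's methods, single-end reads were aligned to mm10 with Bowtie2 and converted to HOMER tag directories. Factor peaks were called by HOMER, kept by the irreproducible discovery rate between replicates and merged over conditions, and H3K27ac was counted over regions of open chromatin from ATAC-seq. Tags were counted without normalization and with at most 3 tags per position. Regions were used as given, except for windows of 1000 bp in the 2 H3K27ac tables of the Pgc1b and RGFP966 experiments. The versions of the upstream programs were not stated. H3K27ac chromatin was fixed with formaldehyde alone and factor chromatin with disuccinimidyl glutarate and formaldehyde.

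The genome build was checked on the 24867 regions of the WT and NKO table. Of these, 24620 lay on reference chromosomes of mm10 and ended inside them. For 22401 of the 23850 regions with a RefSeq transcript (93.9%), the distance to the TSS recomputed from mm10 annotation was within 10 bp of the listed distance.

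Groups were taken from the labels alone. Each count column was scaled by the library total stated in its header (4.30 to 21.5 M tags), and values are given as tags per 10 M. Factor peaks were tested when at least 1 library held 4 tags or more, and H3K27ac regions when at least 1 library held 16 or more. Counts were fitted with edgeR 4.0.16 (quasi-likelihood F-test, two-sided) in R 4.3.3, with 1 fit per table, in 25 comparisons of groups of 2. Differences between KLA responses of 2 genotypes were tested as interactions. Calls required a Benjamini-Hochberg adjusted p-value under 0.05 and more than a 2-fold change. The standard error of a log2 fold change was its size divided by the square root of F. Replicates in a table have the same numbers across groups by their titles, and the ERK1 day 4 library titled replicate 2 is described as replicate 3 with another date. Deviations of replicates from their group mean were not correlated between groups of the same replicate number (31 correlations of -0.027 to 0.026), and the samples were treated as unpaired.

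Named regions followed a rule set before the data were examined: at each of 7 loci (Ptgs2, Cp, Il12a, Acp5, Ocstamp, Abca1 and Scd2) the region with the most tags whose nearest gene was that gene, and in each comparison the called region with the lowest p-value in each direction. Fold changes were not given where all libraries of a group held 0 tags. The comparisons, the settings and the alternatives were also chosen before the data were examined, apart from the additions named in the closing part. Regions were called distal when more than 2 kb from a TSS.

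Peaks and regions were matched by the distance between their centres (at most 500 bp) with GenomicRanges 1.54.1. Where separate experiments were set side by side, the limit was 100 bp for PGC1β peaks. It was 1 bp for H3K27ac regions of the DMSO and Pgc1b flox libraries. The 5 sets of regions near KLA-gained sites with NCoR and HDAC3 peaks, and the 16 tests of factor binding near gained or lost regions, were tested with the rotation test fry of limma 3.58.1 (two-sided), with p-values adjusted within each family. Shares of regions were compared with Fisher's exact test (two-sided) and given 95% Clopper-Pearson intervals, which cover counting error only. Motif consensus matches were counted on both strands in 200 bp around the centre, against 3 unchanged regions per region drawn within bins of 2 points of GC content, in Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and samtools 1.23.1. For this step 114 regions outside the reference chromosomes were left out. In the alternative with regions called in the DMSO experiment, 2678 of the lost regions had no unchanged region left in their GC bin and were left out, and 4360 were used. Figures were drawn with matplotlib 3.10.9.

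The fit was tested on simulated data in which 200 peaks were changed 3-fold. It recovered from 2.5% (Fosl2) to 100% of the changed peaks, and 2.48% of all simulated calls were false. The gained regions were chosen on libraries that also enter the genotype comparison. Therefore 50 simulations with shared controls were run in which the groups did not differ. All libraries were redrawn from rates pooled over the compared groups with the trended dispersion, and regions were called anew. Intervals of the tests in the closing part came from 200 resamplings of regions and from the 4 pairs of replicates.

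Alternatives changed 1 choice at a time: TMM or DESeq2 size factors in place of library totals, the Wald test of DESeq2 1.42.0, no filter, the filter of edgeR's filterByExpr, distal regions only, a replicate block, no fold minimum, and each library left out in turn. For sets and shares they were distances of 100 and 1000 bp, camera in place of fry, all gained regions, regions gained in the DMSO experiment, a 4-fold limit on H3K27ac, and only factor peaks above the median tag count. Motifs were also counted in 500 bp.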

Results

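Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in mouse bone marrow-derived macrophages (BMDMs), and the labels describe 100 samples in 50 groups of 2. Count columns were analysed for 70 of these libraries, in 15 tables of tags per genomic region, and the other 30 samples (sequenced input chromatin) were not analysed here. Acetylation of histone H3 at lysine 27 (H3K27ac), a mark of active promoters and enhancers, was profiled in wild-type (WT) and NCoR knockout (NKO) BMDMs, in BMDMs with floxed Pgc1b alleles with or without the myeloid LysM-Cre transgene, and in WT BMDMs given the HDAC3 inhibitor RGFP966. Binding was profiled in WT cells for the nuclear receptor corepressor NCoR, the histone deacetylase HDAC3, the coactivator PGC1β, the kinase ERK1, the acetyltransferase p300, the NFκB subunit p65, the AP-1 factor Fosl2 and the lineage factor PU.1. Cells were treated with vehicle (Veh) or with Kdo2 lipid A (KLA), an agonist of the receptor TLR4, for 6 h where the labels give a time, and the Veh libraries of p300 are labelled as 0 h of KLA. An inhibitor of ERK (ERKi) was added to KLA in some NCoR and PGC1β libraries, and ERK1 and p300 were also profiled at day 0 and day 4 of osteoclast differentiation.

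Library totals ran from 4.30 M tags (Fosl2 with KLA, replicate 1) to 21.5 M (PGC1β with Veh, replicate 2). They spanned 8.37 to 14.5 M for NCoR, 5.69 to 18.1 M for HDAC3, 10.7 to 15.0 M for p65, 4.30 to 9.54 M for Fosl2, 15.3 to 19.3 M for PU.1, 9.16 to 21.5 M for PGC1β, 6.36 to 8.65 M for ERK1 and 15.2 to 19.5 M for p300. In the inhibitor experiments they spanned 5.07 to 12.3 M for PGC1β and 11.6 to 11.8 M for NCoR with ERKi. The day 0 and day 4 libraries held 6.43 to 11.6 M tags for ERK1 and 4.70 to 11.4 M for p300. H3K27ac libraries held 13.6 to 19.6 M tags in the WT and NKO experiment, 13.8 to 17.8 M in the Pgc1b experiment and 11.5 to 15.4 M in the RGFP966 experiment. The share of tags inside the listed regions ranged from 2.79% (ERK1 at day 0, replicate 1) to 52.8% (PU.1 with Veh, replicate 2). Log2 tags per region correlated between replicates at Pearson's r of 0.484 (ERK1 at day 4) to 0.978 (PU.1 with Veh), across regions, which are not independent replicates. No pair of replicates differed by as little as sampling noise, since the chi-square per peak was at least 1.36.

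**Figure D1:**
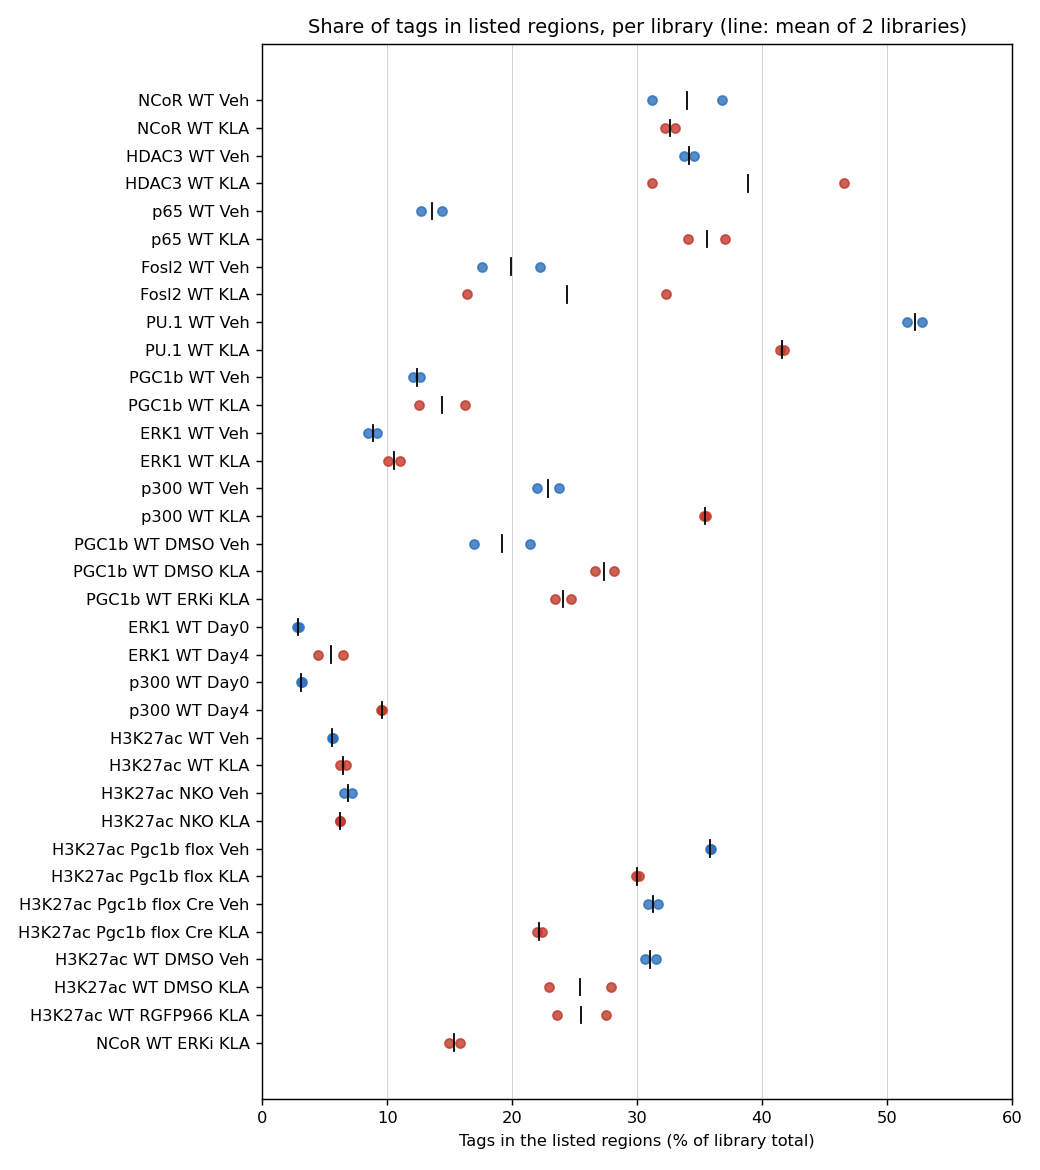
Share of each library's tags that fell in the listed regions of its table (percent of the library total, 1 point per library, red for KLA or day 4 and blue for the other groups). Shares ran from 2.79% to 52.8%, and those of the NCoR libraries with ERKi (15.8% and 15.0%) lay below those of the NCoR libraries without it.

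Changes were tested with edgeR's quasi-likelihood F-test on libraries scaled by their totals, and a region was called at a Benjamini-Hochberg adjusted p-value under 0.05 with more than a 2-fold change. Because the share of tags in regions differed between groups, the choice of scaling moved the split of higher and lower calls. Scaling by trimmed mean of M-values (TMM) over the tested regions shifted the median log2 fold change by more than 0.1 in 22 of 25 comparisons. These shifts ran from -1.56 (p300, day 4 against day 0) to 1.16 (NCoR with KLA, ERKi against no ERKi), and the direction of a whole comparison is therefore given under both scalings.

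**Figure D2:**
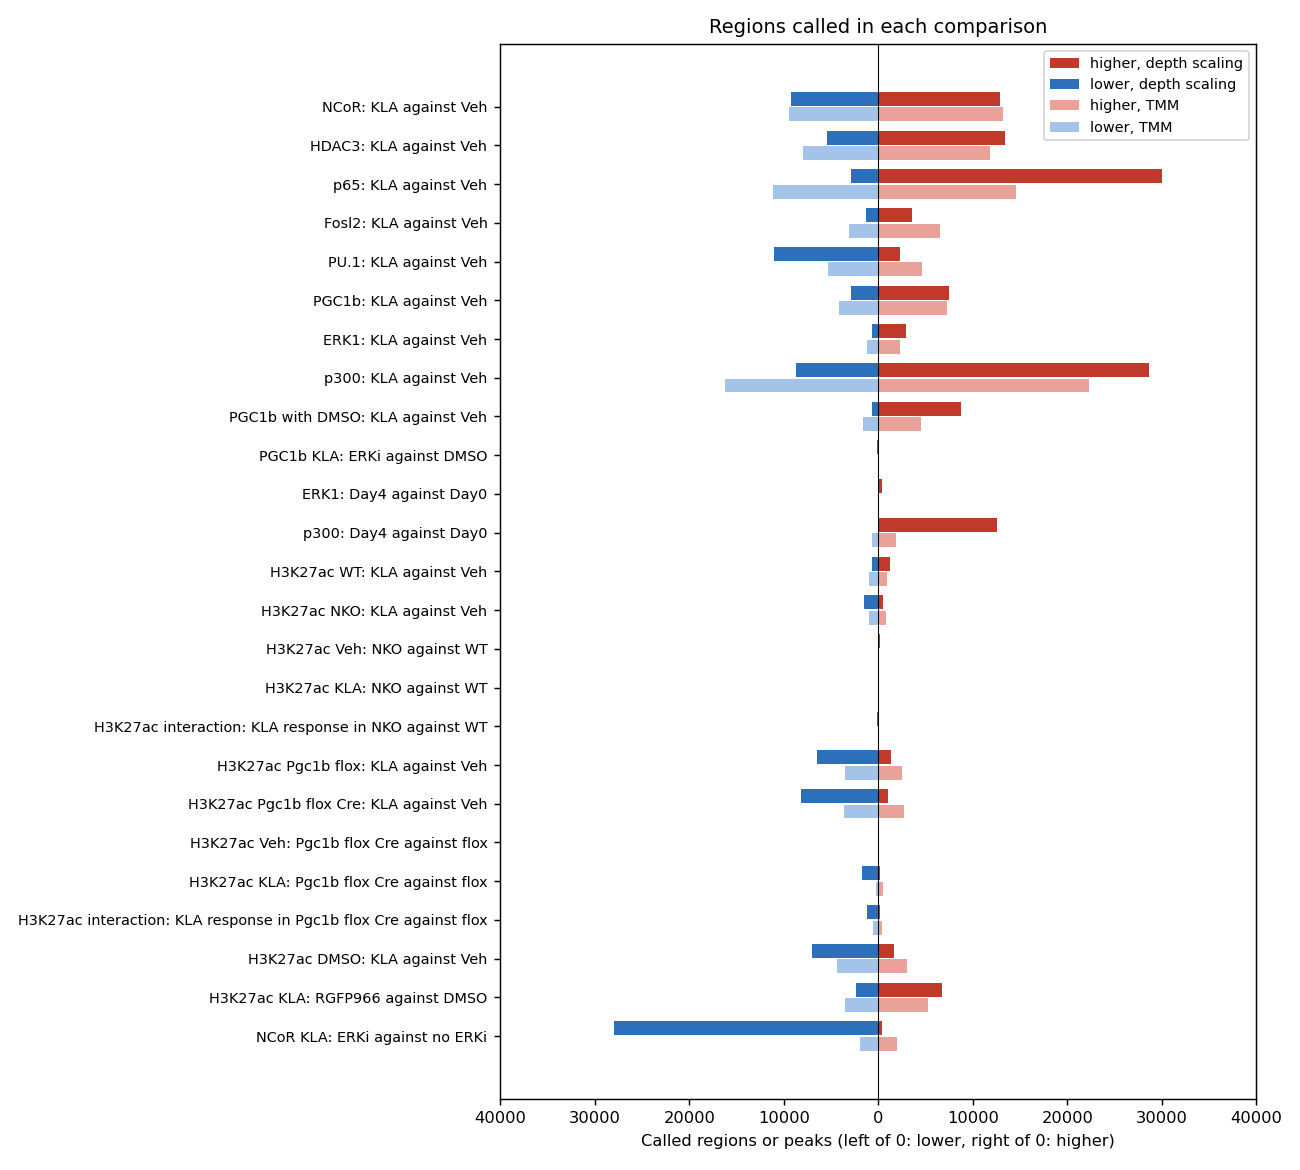
Number of regions called higher (right, red) or lower (left, blue) in each of the 25 comparisons, in dark colour with scaling by library totals and in light colour with TMM. For NCoR with KLA, ERKi against no ERKi, 365 peaks were higher and 27959 lower by library totals, against 1985 and 1947 with TMM.

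H3K27ac at the promoter of each targeted gene was examined first in the knockout designs. These genes lie outside the rule for named regions. At the Ncor1 promoter (mm10, chromosome 11, 62457171 to 62457461) the tags per 10 M were 51.7 and 44.8 in WT with Veh, 49.7 and 46.2 in WT with KLA, 58.3 and 70.2 in NKO with Veh and 54.7 and 62.5 in NKO with KLA, so the mark was not lower in NKO. At the Ppargc1b promoter (chromosome 18, 61399913 to 61400913) they were 51.6 and 49.9 in Pgc1b flox with Veh, 25.1 and 25.4 in Pgc1b flox with KLA, 39.9 and 42.5 in Pgc1b flox Cre with Veh and 20.2 and 31.3 in Pgc1b flox Cre with KLA. Acetylation of a promoter does not measure deletion of floxed exons, and neither value tests the genotype labels.

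To ask how TLR4 signaling changed the genomic distribution of NCoR and HDAC3, Veh and KLA libraries were compared. For NCoR, 22073 of 55045 peaks were called, 12866 higher and 9207 lower with KLA, with a median log2 fold change over all peaks of 0.10. The DESeq2 Wald test with its own size factors and the other scalings left the NCoR count within 1.5-fold, and TMM gave 13197 higher and 9466 lower. For HDAC3, 18823 of 48502 peaks were called (13360 higher and 5463 lower), against 11799 and 7913 with TMM. The HDAC3 median of 0.27 rested on the KLA library of replicate 2 and was -0.04 without it. Distal peaks, more than 2 kb from a transcription start site (TSS), made up 87.8% of the NCoR peaks higher with KLA, 83.2% of those lower and 80.1% of those tested.

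The other factors were compared in the same way. All peaks, those of NCoR and HDAC3 included, came from lists called on these same libraries, which can favour the condition with more listed peaks. Listed with KLA only were 34127 of 52629 p65, 29952 of 67998 p300 and 13030 of 27931 ERK1 peaks. With Veh only, 31970 of 50690 PU.1 peaks were listed. PGC1β and Fosl2 had more peaks listed with Veh only (17170 and 15860) than with KLA only (12333 and 5667), although more were called higher. p65 was called at 32840 of 52629 peaks (29981 higher and 2859 lower, against 14586 and 11185 with TMM). p300 was called at 37344 of 67998 peaks (28597 higher and 8747 lower, against 22283 and 16232 with TMM). PGC1β changed at 10406 of 45675 peaks (7507 higher and 2899 lower, against 7244 and 4135 with TMM), and ERK1 at 3592 of 27931 peaks (2884 higher and 708 lower, against 2286 and 1193 with TMM). PU.1 was called at 13316 of 50690 peaks, 2296 higher and 11020 lower, against 4630 and 5365 with TMM. Fosl2 was called at 4868 of 31283 peaks (3558 higher and 1310 lower). Its count was 9617 with TMM (6480 higher and 3137 lower) and 9934 with the DESeq2 Wald test (5953 higher and 3981 lower), and its median of -0.14 was 0.27 without the KLA library of replicate 1 and -0.74 without that of replicate 2. In simulated data, 200 peaks at or above the median of mean tags were changed 3-fold. The Fosl2 comparison recovered 2.5% of the changed peaks, the lowest of the 25 comparisons, and the PU.1 comparison 100%.

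Peaks at loci fixed beforehand were then examined. The 7 loci are genes that the paper names as examples, so their changes are not independent support. At each locus the peak with the most tags over all libraries, KLA included, was taken, which can favour peaks that rise. At the Ptgs2 promoter (chromosome 1, 150099841 to 150100114, 54 bp upstream of the annotated TSS) NCoR rose from 45.7 ± 1.33 to 162 ± 5.32 tags per 10 M (SD, n = 2), a log2 fold change of 1.82 (SE 0.24, edgeR adjusted p = 0.000323). In the same promoter, the log2 fold change was 1.85 for HDAC3 (SE 0.37), 3.47 for p65 (SE 0.31), 2.06 for PGC1β (SE 0.38), 3.44 for ERK1 (SE 0.53) and 2.54 for p300 (SE 0.20), all called. Fosl2 at this promoter was not called (log2 fold change 1.74, edgeR adjusted p = 0.106), and with TMM it was. Upstream of Cp, in an intergenic peak (chromosome 3, 19953965 to 19954276), NCoR rose from 32.6 ± 7.20 to 260 ± 36.4 tags per 10 M (SD, n = 2), a log2 fold change of 2.99 (SE 0.26, edgeR adjusted p = 4.74e-05). The strongest p300 peak of this gene changed by 4.08 and the strongest p65 peak by 3.96 on the log2 scale. An intergenic NCoR peak assigned to Il12a (chromosome 3, 68632673 to 68632891) changed by 2.80 on the log2 scale (SE 0.41, edgeR adjusted p = 0.000517). The strongest PU.1 peaks of Cp and Il12a rose by 3.06 and 2.29 on the log2 scale, against a PU.1 median of -0.41.

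Among the peaks with the lowest p-value in each comparison, the promoter of Mir155hg recurred. HDAC3 there (chromosome 16, 84713110 to 84713370) rose from 0.640 ± 0.123 to 335 ± 87.9 tags per 10 M (SD, n = 2; log2 fold change 8.85, SE 0.63, edgeR adjusted p = 1.80e-39). PGC1β at the same promoter rose from 0.232 ± 0.329 to 126 ± 40.1 tags per 10 M (SD, n = 2), and ERK1 from 0 tags in both Veh libraries to 165 ± 19.2 with KLA. For NCoR, the peak with the lowest p-value among those that fell lay upstream of Npas2 (at -1451 bp from the TSS, chromosome 1, 39192707 to 39192935), from 436 ± 9.61 to 13.3 ± 1.68 tags per 10 M (SD, n = 2; log2 fold change -5.01, SE 0.24, edgeR adjusted p = 2.34e-05). For PU.1 the corresponding peak that rose was the Ccl5 promoter (chromosome 11, 83530473 to 83530676), with a log2 fold change of 5.82 (SE 0.22).

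H3K27ac was measured over regions of open chromatin. In WT cells, KLA changed 1888 of 18504 regions, 1200 gained and 688 lost, and with TMM the split was 905 gained and 938 lost. When only distal regions were tested, 1120 were called. Distal regions made up 56.7% of the gained regions, 63.8% of the lost and 46.6% of those tested. The region with the lowest p-value lay upstream of Ehd1 (at -3027 bp from the TSS, chromosome 19, 6273571 to 6274168), where the mark rose from 3.79 ± 1.77 to 159 ± 36.8 tags per 10 M (SD, n = 2; log2 fold change 5.40, SE 0.34, edgeR adjusted p = 4.79e-17). Within an intron of Mtss1 (chromosome 15, 59081183 to 59081688) it dropped from 132 ± 7.18 to 25.01 ± 0.694 (SD, n = 2; log2 fold change -2.40, SE 0.21, edgeR adjusted p = 5.15e-12). At the Ptgs2 promoter (chromosome 1, 150100090 to 150100350) it rose from 4.81 ± 0.325 to 28.3 ± 0.0237 (SD, n = 2; log2 fold change 2.54, SE 0.55, edgeR adjusted p = 0.000685).

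To ask whether NCoR was needed for these changes, WT and NKO libraries were compared. In NKO cells KLA changed 1980 regions, 508 gained and 1472 lost (792 and 985 with TMM). With KLA, 146 regions differed between NKO and WT, 74 higher and 72 lower in NKO (94 and 63 with TMM). With Veh, 185 differed, 180 higher and 5 lower, and with TMM 39 differed, 25 higher and 14 lower. The difference between the KLA responses of NKO and WT was tested as an interaction and was called at 129 regions, 5 higher and 124 lower. With TMM it was called at 13 regions, 8 higher and 5 lower, of which 9 were called in the same direction under both scalings.

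At the Ptgs2 promoter the KLA response in NKO was 1.10 on the log2 scale (SE 0.57, edgeR adjusted p = 0.209). H3K27ac there with KLA was 12.0 ± 2.69 tags per 10 M in NKO against 28.3 ± 0.0237 in WT (SD, n = 2), a log2 difference of -1.24 (SE 0.50) that was not called (edgeR adjusted p = 0.226). The interaction at this region was not called either (log2 difference -1.44, edgeR adjusted p = 0.421). At the Il12a region (chromosome 3, 68632667 to 68632950) the response was 2.76 in WT and 2.23 in NKO on the log2 scale, both called, and the interaction was not (edgeR adjusted p = 0.861). Abca1 and Scd2 are targets of the liver X receptors. In an intron of Abca1 (chromosome 4, 53158648 to 53158929) the mark was higher in NKO with KLA, 67.8 ± 14.4 against 17.0 ± 4.48 tags per 10 M (SD, n = 2; log2 difference 2.00, SE 0.31, edgeR adjusted p = 0.000274). With Veh the log2 difference at this Abca1 region was 1.36 (edgeR adjusted p = 0.00712), a call lost with TMM (1.06). In the 5' UTR of Scd2 (chromosome 19, 44293786 to 44294157) the mark with Veh was 52.1 ± 10.1 in NKO against 7.78 ± 2.37 in WT (SD, n = 2; log2 difference 2.76, SE 0.42, edgeR adjusted p = 9.44e-05), and with KLA the log2 difference of 1.09 was not called (edgeR adjusted p = 0.210). The interaction with the lowest p-value that was lower in NKO lay in an intron of Pldi (chromosome 10, 60932685 to 60933126), with a log2 difference of -1.67 (SE 0.24, edgeR adjusted p = 0.000142). Among those higher in NKO it lay in the Irf1 promoter (chromosome 11, 53770348 to 53770668), with a log2 difference of 1.47 (SE 0.29, edgeR adjusted p = 0.00747).

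Sites with both NCoR and HDAC3 were considered as a set. Of the 1200 gained regions, 1010 (84.2%, 95% Clopper-Pearson interval 82.0 to 86.2) had an NCoR and an HDAC3 peak within 500 bp, against 72.8% of the lost and 66.8% of the unchanged regions. Intervals here cover counting error only. In the table of WT and NKO libraries, 1084 regions lay within the same distance of these sites. Their median log2 difference between NKO and WT with KLA was -0.27 (801 of 1084 lower, limma fry adjusted p = 0.0337 over the 5 set tests), against -0.02 at all other regions. The gained regions were chosen on the same WT KLA libraries. The comparison was therefore repeated on 50 simulations in which NKO did not differ from WT. All libraries were redrawn from rates pooled over WT and NKO, and the set was called anew. The simulations gave medians of -0.17 to -0.10, with a median over them of -0.13. Their sets held a median of 814 regions, and the spread was the trend over regions, so selection of noisy regions may be understated. Without the WT KLA library of replicate 2 the observed median was -0.17. The median was -0.10 (fry adjusted p = 0.361) when the regions were those gained in the separate experiment with DMSO. With a replicate block the set of 1084 regions did not pass the threshold (fry adjusted p = 0.0597). Within the set, 17 regions were called lower in NKO and 0 higher (26 were higher and 197 lower at an unadjusted p-value under 0.05).

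RGFP966 was used to ask whether the deacetylase activity of HDAC3 bears on KLA-induced acetylation. In the DMSO controls KLA changed 8724 of 25045 regions, 1686 gained and 7038 lost (3075 and 4351 with TMM). RGFP966 added to KLA changed 9137 regions relative to DMSO with KLA, 6749 higher and 2388 lower (5264 and 3534 with TMM). With DESeq2 size factors in edgeR the majority changed to lower, with 4313 higher and 4463 lower, as it did with the DESeq2 Wald test (3880 and 4332). The direction followed the distance to the nearest TSS: 90.4% of the regions higher with RGFP966 were distal, and 4.36% of those lower, against 60.7% of those tested. The median log2 difference was -0.57 at the 9836 promoter-proximal regions and 0.85 at the 15209 distal regions (-0.75 and 0.67 with TMM). The promoter of Lztfl1 (chromosome 9, 123717072 to 123718072) fell from 149 ± 15.97 to 20.3 ± 2.89 tags per 10 M (SD, n = 2; log2 difference -2.87, SE 0.27, edgeR adjusted p = 1.47e-22). An intergenic region 13453 bp from the TSS of Cd300a (chromosome 11, 114902994 to 114903994) rose from 24.6 ± 7.38 to 239 ± 14.5 (SD, n = 2; log2 difference 3.25, SE 0.26, edgeR adjusted p = 2.86e-32). At the 668 regions of this table near the NCoR and HDAC3 sites that gained H3K27ac in WT, the median difference was -0.34 (477 lower), which did not pass the threshold (fry adjusted p = 0.169). Without the DMSO KLA library of replicate 1 this median was -0.20. With TMM it was -0.53 (fry adjusted p = 0.00123). The median of all other regions was 0.42 by library totals and 0.24 with TMM. In this set the proximal median was -0.75, against -0.56 at other proximal regions, and the distal median was -0.08, against 0.87 at other distal regions.

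**Figure D3:**
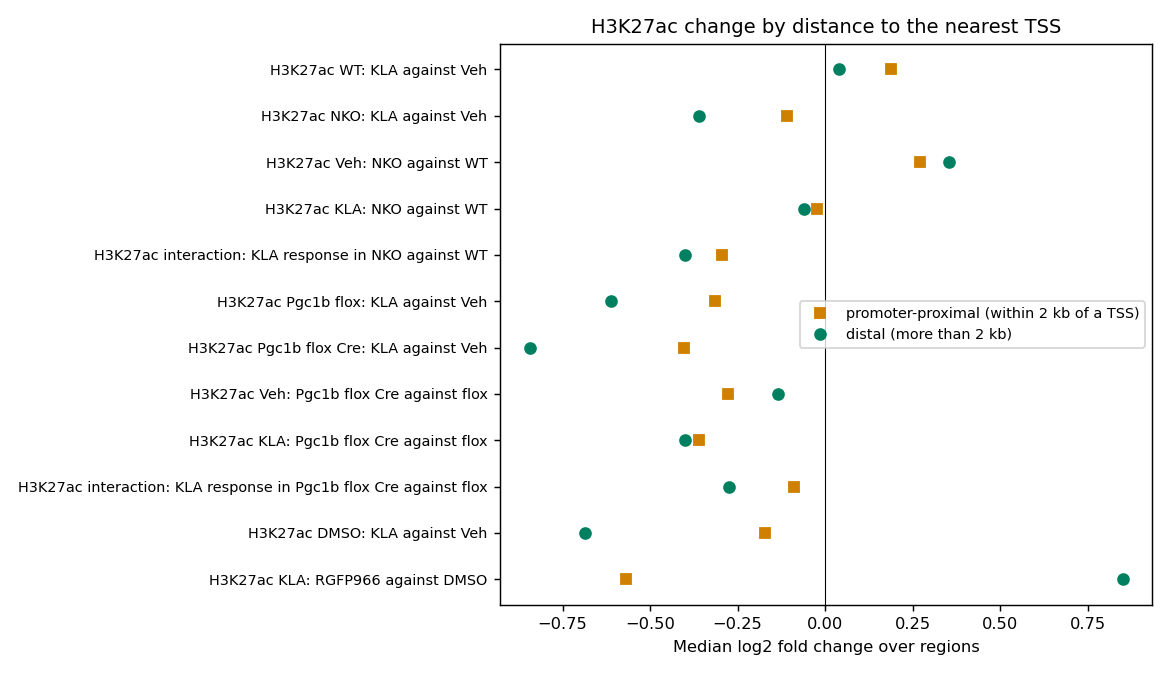
Median log2 fold change of H3K27ac at promoter-proximal regions (squares, within 2 kb of a TSS) and distal regions (circles) in 12 comparisons, scaled by library totals. For RGFP966 against DMSO with KLA the medians were -0.57 and 0.85.

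Loss of PGC1β was examined in the Pgc1b flox libraries. KLA changed 7765 of 25197 regions in Pgc1b flox cells, 1315 gained and 6450 lost (2480 and 3470 with TMM), and 9243 in Pgc1b flox Cre cells, 1054 gained and 8189 lost (2712 and 3598 with TMM). With Veh, 100 regions differed between Pgc1b flox Cre and Pgc1b flox, 27 higher and 73 lower (31 and 6 with TMM). With KLA, 1894 differed, 177 higher and 1717 lower, and with TMM 751 differed, 478 higher and 273 lower. The interaction between genotype and KLA was called at 1352 regions, 194 higher and 1158 lower, and with TMM at 936, 353 higher and 583 lower, of which 777 were called in the same direction under both scalings. The region with the lowest interaction p-value was in an intron of Nisch (chromosome 14, 31188361 to 31189361; log2 difference -1.63, SE 0.11, edgeR adjusted p = 1.34e-44). At the promoter of Tpcn2 (chromosome 7, 145283528 to 145284528) H3K27ac with KLA was 123 ± 10.9 tags per 10 M in Pgc1b flox Cre against 455 ± 35.1 in Pgc1b flox (SD, n = 2; log2 difference -1.89, SE 0.09, edgeR adjusted p = 6.07e-77). Of the regions higher in Pgc1b flox Cre with KLA, an intron assigned to Gm1966 (chromosome 7, 106616619 to 106617619) had the lowest p-value. It held 91.4 ± 0.574 against 0.310 ± 0.439 tags per 10 M (SD, n = 2; log2 difference 7.88, SE 0.54, edgeR adjusted p = 3.17e-43). With Veh the corresponding region was also assigned to Gm1966 (3.10, edgeR adjusted p = 5.54e-45), and for the interaction to Calm2 (1.36, edgeR adjusted p = 6.56e-11). At the 668 regions near NCoR and HDAC3 sites gaining H3K27ac, the median difference with KLA was -0.40 (591 lower, fry adjusted p = 3.45e-05), against -0.38 at all other regions. With TMM it was -0.0017 (fry adjusted p = 0.0704), against 0.01 at all other regions.

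Co-occupancy with PGC1β, ERK1 and p300 was counted next. NCoR, HDAC3 and PGC1β peaks all lay within 500 bp at 63.4% of the gained regions (Clopper-Pearson interval 60.6 to 66.1), 58.9% of the lost (55.1 to 62.6) and 49.8% of the unchanged. Gained and lost regions did not differ by Fisher's exact test (two-sided p = 0.0550), and gained and unchanged regions did (p = 6.65e-20). Among the alternatives, the share of gained regions moved most within 100 bp and that of lost regions with factor peaks above the median tag count. Gained and lost regions did not differ within 100 bp (43.4% and 41.4%, Fisher's exact p = 0.411) or with a 4-fold limit on H3K27ac (66.6% and 61.9%, p = 0.306). They did differ in 4 other alternatives: within 1000 bp (69.75% and 64.7%, Fisher's exact p = 0.0243), in regions called in the DMSO experiment (65.2% and 54.6%, p = 1.21e-15), with factor peaks above the median tag count (51.75% and 34.0%, p = 8.10e-14) and, chosen after seeing the data, with peaks listed in the KLA condition (52.1% and 38.2%, p = 6.44e-09). With ERK1 in addition, the shares were 52.3%, 46.5% and 39.9% (Fisher's exact p = 0.0168 for gained against lost and 4.38e-17 for gained against unchanged). Gained and lost regions did not differ in this share within 100 bp (33.1% and 30.2%, Fisher's exact p = 0.219) or with a 4-fold limit (56.1% and 50.2%, p = 0.211). They did differ in the same 4 other alternatives as without ERK1. Among regions with NCoR, HDAC3 and PGC1β, 97.8% of the gained, 98.0% of the lost and 94.5% of the unchanged had a p300 peak (Fisher's exact p = 0.835 for gained against lost and 2.66e-05 for gained against unchanged). Of 27931 ERK1 peaks, 14592 had PGC1β, p65 and Fosl2 peaks within 500 bp.

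Changes in binding with KLA were then summarised at peaks within 500 bp of gained, lost and unchanged H3K27ac regions. The test was limma's fry, with p-values adjusted over 16 tests. Near gained regions the median log2 fold change was 1.89 for p65 (1069 of 1184 peaks higher, adjusted p = 0.0163), 1.05 for p300 (942 of 1205, adjusted p = 0.00655) and 0.74 for ERK1 (645 of 848, adjusted p = 0.0413). PGC1β (0.68, 647 of 850 higher, adjusted p = 0.0815), HDAC3 (0.54, 874 of 1221, adjusted p = 0.194), NCoR (0.36, 779 of 1231, adjusted p = 0.0742) and Fosl2 (0.83, 618 of 855, adjusted p = 0.241) did not pass the threshold. Near lost regions, PU.1 changed by -0.83 (555 of 598 lower, adjusted p = 0.000490), p300 by -0.73 (489 of 637, adjusted p = 0.0431) and ERK1 by -0.51 (318 of 424, adjusted p = 0.0446). NCoR near lost regions changed by -0.85 (482 of 611 lower, adjusted p = 0.0583). PU.1 near gained regions passed the threshold in the upward direction (adjusted p = 0.0413), although its median was -0.01, with 472 of 958 peaks higher. The median near gained regions was 0.20 for HDAC3 and 0.27 for Fosl2 without the KLA library of replicate 2 of each factor. TMM moved these tests most: the adjusted p-values of all 16 fell below 0.05. With it the median of p65 near lost regions went from 0.08 to -1.13 and that of PU.1 near gained regions from -0.01 to 0.40.

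**Figure D4:**
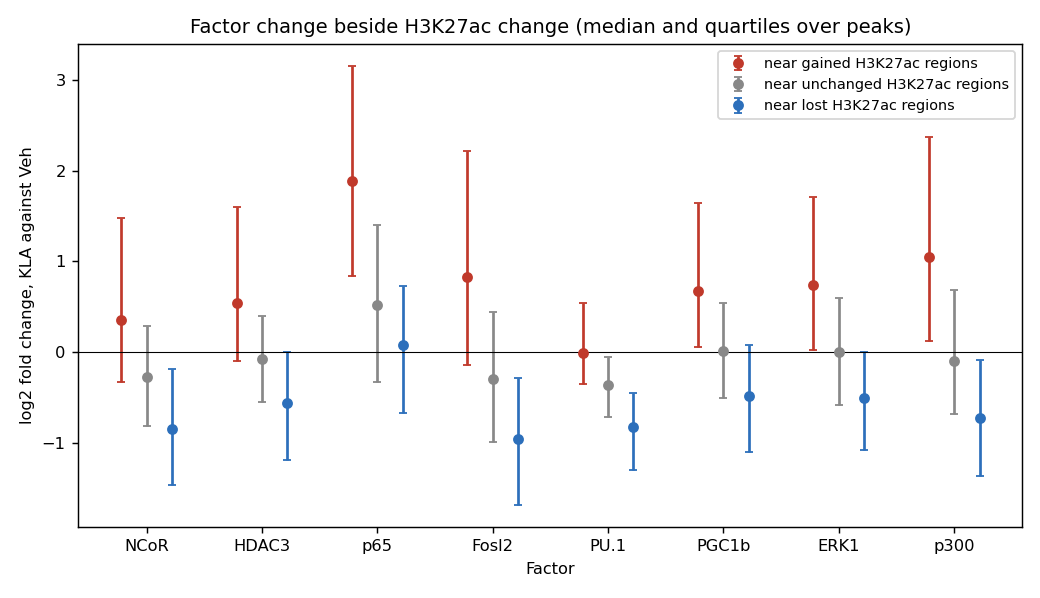
Median log2 fold change of each factor (KLA against Veh, scaled by library totals) at its peaks within 500 bp of H3K27ac regions that were gained (red), lost (blue) or unchanged (grey) in WT, with bars for the quartiles over peaks. The median of p65 was 1.89 near gained and 0.08 near lost regions.

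Motif matches were counted in the central 200 bp of the regions, against unchanged regions of like GC content (3 per region), with Fisher's exact test adjusted over 10 tests. At gained regions, an NFκB consensus was found in 8.33% against 4.25% of unchanged regions (adjusted p = 9.88e-07), and an IRF (interferon regulatory factor) consensus in 6.17% against 2.25% (adjusted p = 5.84e-09). AP-1 matches were as frequent in gained as in unchanged regions (13.8% against 14.6%, adjusted p = 0.628). In lost regions AP-1 matches were found in 19.2% against 15.1% (adjusted p = 0.0397), a call lost with 500 bp windows (23.5% against 20.1%, adjusted p = 0.195). The remaining motif tests, of PU.1 and C/EBP at gained and of NFκB, PU.1, IRF and C/EBP at lost regions, did not pass the threshold.

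The ERK inhibitor was used to ask whether ERK activity bears on binding of NCoR and PGC1β with KLA. For NCoR, 28324 of 57573 peaks were called, 365 higher and 27959 lower with ERKi, and with TMM 3932 were called, 1985 higher and 1947 lower. The median log2 difference over all peaks was -1.20 by library totals and -0.04 with TMM. The labels date the ERKi libraries to another day than the libraries without it, each day holds only one of these groups, and date and inhibitor cannot be told apart. At 1204 peaks near the NCoR and HDAC3 sites that gained H3K27ac, the median was -0.95 (1148 lower, fry adjusted p = 0.00413), against -1.21 at all other peaks. With TMM it was 0.21 (fry adjusted p = 0.00214), against -0.05. The Ptgs2 peak changed by -1.51 on the log2 scale (from 162 ± 5.32 to 56.6 ± 16.7 tags per 10 M, SD, n = 2; edgeR adjusted p = 0.000757), the Cp peak by -1.55 and the Il12a peak by -1.66, all called. None of these 3 was called with TMM (-0.35, -0.39 and -0.49).

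For PGC1β with DMSO, KLA changed 9420 of 53474 peaks, 8761 higher and 659 lower (4496 and 1642 with TMM). ERKi changed 153 PGC1β peaks, 58 higher and 95 lower (88 and 37 with TMM). At 1061 peaks near the gained NCoR and HDAC3 sites the PGC1β median was -0.01 (540 lower, fry adjusted p = 0.876), with 0 called in either direction (41 were higher and 56 lower at an unadjusted p-value under 0.05). With TMM the median was 0.22 (fry adjusted p = 0.0388). The PGC1β peak that rose with the lowest p-value lay in an intron at Ccl5 (chromosome 11, 83526947 to 83527326), from 111 ± 23.5 to 499 ± 33.9 tags per 10 M (SD, n = 2; log2 difference 2.15, SE 0.28, edgeR adjusted p = 0.00178). The peak that fell with the lowest p-value was intergenic and assigned to Enpp6 (chromosome 8, 46869457 to 46869705; log2 difference -2.89, SE 0.41, edgeR adjusted p = 0.0035). The strongest PGC1β peaks of Ptgs2, Cp and Il12a changed by 0.19, -1.08 and 0.63 on the log2 scale. None was called (edgeR adjusted p = 0.857, 0.216 and 0.562).

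**Figure D5:**
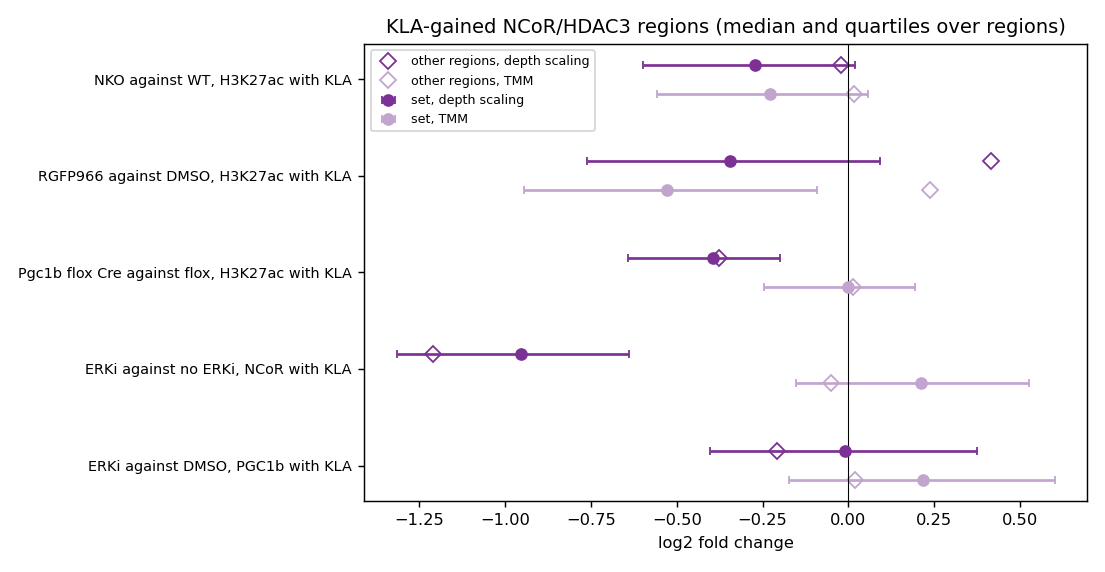
Median log2 fold change (points, with quartiles over regions) at regions or peaks near NCoR and HDAC3 sites that gained H3K27ac with KLA in WT, and the median of all other regions of the same table (open diamonds), with scaling by library totals and by TMM. For NCoR with ERKi the set median was -0.95 by library totals and 0.21 with TMM.

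RANKL drives osteoclast differentiation, and p300 and ERK1 were compared between day 4 and day 0. The peaks were called on these same libraries, and 17814 of 20143 p300 and 9652 of 14957 ERK1 peaks were listed at day 4 only. Such lists can favour higher calls and higher in-peak shares at day 4. p300 was called at 12581 of 20143 peaks, 12531 higher and 50 lower, and with TMM at 2585, 1884 higher and 701 lower. ERK1 was called at 352 of 14957 peaks, 348 higher and 4 lower. The labels date the ERK1 day 4 library used as replicate 2 to another day than the other 3 libraries of this comparison and describe it as replicate 3. The median log2 fold change over all ERK1 peaks was 1.00 with it and 1.22 without it. With TMM no ERK1 peak was called (1822 had an unadjusted p-value under 0.05, 779 higher and 1043 lower). The in-peak share rose between day 0 and day 4 from 3.08% and 3.16% to 9.61% and 9.53% for p300, and from 2.79% and 2.98% to 6.46% and 4.50% for ERK1. In the Acp5 promoter (chromosome 9, 22131157 to 22131404) p300 rose from 9.09 ± 0.816 to 86.9 ± 5.76 tags per 10 M (SD, n = 2; log2 fold change 3.21, SE 0.49, edgeR adjusted p = 0.000402), and near Ocstamp (chromosome 2, 165402057 to 165402285) by 2.71 on the log2 scale (SE 0.48, edgeR adjusted p = 0.000806). Both calls were lost with TMM. ERK1 at these loci was not called, with log2 fold changes of 1.56 (edgeR adjusted p = 0.144) and 1.53 (edgeR adjusted p = 0.122).

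Separate experiments were set side by side. The KLA response of PGC1β in the experiment without DMSO and in the one with it correlated at Pearson's r of 0.779 (Spearman's rho 0.725) across 34165 matched peaks, which are not independent replicates. Of 7743 matched peaks called without DMSO, 4184 were called in both, and 4182 of these had the same direction. Of 5646 peaks gained without DMSO, 5587 were higher with KLA in the experiment with it. For H3K27ac, the responses of WT and DMSO cells correlated at 0.615 across 14125 regions, those of WT and Pgc1b flox cells at 0.589 across 14131, and those of DMSO and Pgc1b flox cells at 0.827 across 24403. Of the regions called in both, 794 of 796, 693 of 696 and 5721 of 5725 had the same direction. Of 1313 matched regions called in WT, 796 were called in DMSO and 696 in Pgc1b flox cells. Of 8574 called in DMSO cells, 5725 were called in Pgc1b flox cells. Without a call required in the second experiment, 672 of 751 regions gained in WT were higher with KLA in DMSO cells. In Pgc1b flox cells, 627 of 750 regions gained in WT and 1570 of 1640 gained in DMSO cells were higher.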

Values the study reported

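The study reported 2,247 regions that gained H3K27ac with KLA and 2,023 that lost it. It reported binding of NCoR, HDAC3 and PGC1β with KLA at 1,486 (66%) of the gained and 648 (32%) of the lost regions. About 33,000 PGC1β sites were given for control cells, with more than 12,300 additional sites after KLA. For p300, increased binding was reported at more than 29,000 sites with KLA and more than 17,000 with RANKL, and for ERK1 at more than 13,000 and more than 9,600. The figures show these counts of PGC1β, p300 and ERK1 sites as overlaps of peak lists between conditions, not as tests of tag counts. The like measure here is the number of peaks listed with KLA only or at day 4 only, given above.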

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

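The interaction tests and the scaling by TMM were planned, and the use of the TMM calls as a test of a difference in enrichment was chosen only after the results were seen.

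The difference between the KLA responses of NKO and WT was tested by an interaction term, which was called at 129 regions for H3K27ac, 5 higher and 124 lower. A difference in enrichment between libraries that acts on all regions alike was weighed first. Scaling by TMM, which centres the regions, left 13 calls, 9 of them among the 129 with the same direction. Most of the 129 calls may therefore stem from enrichment, which stays open as a technical explanation. The genotype is the biological explanation that the design names, and it stays open for the remaining regions.

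The difference between the KLA responses of Pgc1b flox Cre and Pgc1b flox was called at 1352 regions, 194 higher and 1158 lower. With TMM, 936 regions were called, 777 of them in the same direction under both scalings. A difference in enrichment acting on all regions alike is argued against as the whole cause by these 936 calls. The split changed from 14.3% to 37.7% higher, so its size depends on the scaling, while most calls were lower under both. An effect of the genotype may underlie the calls shared by both scalings, as a hypothesis from the same libraries. A difference in enrichment that varies with the strength of a region was not tested.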

How the results depend on the processing

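The alternative that used peaks listed in the KLA condition was chosen after seeing the data, and all others before the data were examined. The planned filter on input tags (13 results) was not run, because the inputs were not analysed here. The cause of the differences was not tested unless stated.

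Scaling by TMM left 16 of 25 counts within 1.5-fold of those by library totals. The other 9 were 9617 for Fosl2, 6138 for PGC1β with DMSO, 0 for ERK1 at day 4 (1822 at an unadjusted p-value under 0.05), 2585 for p300 at day 4, 39 for NKO against WT with Veh, 13 for the NKO interaction, 37 and 751 for Pgc1b flox Cre against flox with Veh and with KLA, and 3932 for NCoR with ERKi. DESeq2 size factors in edgeR gave, in the same order, 9780, 6213, 0 (1821 at an unadjusted p-value under 0.05), 2693, 39, 13, 37, 750 and 3943. The DESeq2 Wald test gave 9934 for Fosl2, 560 for PGC1β with ERKi, 0 for ERK1 at day 4 (1442 at an unadjusted p-value under 0.05), 732 for p300 at day 4, 32 for NKO against WT with Veh and 15 for the NKO interaction. For the Pgc1b experiment it gave 6076 with Cre, 4 and 537 for Cre against flox with Veh and with KLA, and 668 for the interaction, and for NCoR with ERKi 5307. By construction, these scalings centre the regions and remove a shift shared by all of them.

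Without a fold minimum the counts were 35316 for PU.1, 300 for NKO against WT with Veh, 15582 and 16047 for KLA in Pgc1b flox and flox Cre, 3819 and 10866 for Cre against flox with Veh and KLA, 4653 for their interaction, 13208 for DMSO and 15656 for RGFP966. Distal regions alone gave 1120 for WT, 1308 for NKO, 74 for the NKO interaction and 32 for Cre against flox with Veh. With no filter the NKO interaction was called at 213 regions. The filterByExpr filter left all 25 counts within 1.5-fold.

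A replicate block, which assumes a pairing that the deviations of the replicates did not show, gave 1361 calls for Fosl2 and 63 for PGC1β with ERKi. The set median for NKO against WT was -0.27 (-0.2661, fry adjusted p = 0.0597), no longer past the threshold. The block also changed the call of 3 named regions.

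For the sets, TMM gave -0.53 with RGFP966 (now past the threshold), -0.0017 for Pgc1b flox Cre (no longer past it), and 0.21 and 0.22 for NCoR and PGC1β with ERKi, both reversed. The set called in the DMSO experiment gave -0.10 for NKO. With camera, which compares a set with the other regions, the sets for NKO (median -0.27, adjusted p = 1.46e-07), RGFP966 (median -0.34, adjusted p = 1.19e-10) and Pgc1b flox Cre (median -0.40, adjusted p = 5.82e-05), all with direction down, and of PGC1β with ERKi (median -0.01, direction up, adjusted p = 0.0345) passed the threshold, and that of NCoR with ERKi (median -0.95, adjusted p = 0.162) did not.

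The shares of gained and lost regions with NCoR, HDAC3 and PGC1β were 43.4% and 41.4% within 100 bp, 69.8% (69.75) and 64.7% within 1000 bp, 51.8% (51.75) and 34.0% for factor peaks above the median tag count, and 52.1% and 38.2% for peaks listed in the KLA condition. They were 66.6% of gained regions over 4-fold and 54.6% of those lost in the DMSO experiment. With ERK1 they were 33.1% and 30.2% within 100 bp, 59.3% and 52.9% within 1000 bp, 42.5% and 24.6% above the median tag count, 41.0% and 24.4% for peaks listed in the KLA condition, 56.1% of gained regions over 4-fold and 40.1% of those lost in the DMSO experiment. The p300 share of gained regions was 95.4% within 100 bp, 99.0% over 4-fold and 99.2% above the median tag count, and that of lost regions 100% over 4-fold and 95.1% for peaks listed in the KLA condition. Above the median tag count the p300 share of lost regions was 96.2%, and gained and lost regions differed (Fisher's exact p = 0.00395). Within 100 bp gained and unchanged regions no longer differed (Fisher's exact p = 0.179).

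For factor changes near gained regions TMM gave 0.36 for NCoR, 0.24 for HDAC3, 0.91 for Fosl2 and 0.56 for PGC1β, all now past the threshold, and 0.40 for PU.1, whose median was reversed while the tested direction was up under both scalings. Near lost regions it gave -0.85 for NCoR, -0.84 for HDAC3, -0.89 for Fosl2 and -0.58 for PGC1β, now past the threshold, and -1.13 for p65, reversed. Within 100 bp, PU.1 (-0.0517) and ERK1 (0.63) near gained and ERK1 (-0.45) and p300 (-0.63) near lost regions no longer passed it. Regions called in the DMSO experiment gave 0.62 and -0.88 for NCoR, both past it, and 0.25 for PU.1 near gained regions, reversed.

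In lost regions, 500 bp windows gave NFκB matches in 8.72% (reversed) and AP-1 matches in 23.5% (no longer past the threshold). In regions of the DMSO experiment, C/EBP matches were in 13.7% of gained regions (reversed), and in the 4360 lost regions that could be matched on GC content NFκB matches were in 2.36% against 3.23% of compared regions and IRF in 1.40% against 3.22% (both fewer, past the threshold), PU.1 in 7.09% against 5.38% (more, past it) and AP-1 in 15.8% against 14.5% (no longer past it).

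Across the fits that each left out 1 replicate, the median was 0.61 to 0.73 for p300 with KLA, 1.81 to 2.07 for p300 at day 4, -0.46 to -0.44 for KLA in Pgc1b flox, -0.40 to -0.37 for Cre against flox with KLA, and -1.26 to -1.18 for NCoR with ERKi. It changed sign for NCoR (-0.0098 to 0.23), HDAC3 (-0.04 to 0.57), Fosl2 (-0.74 to 0.27), PGC1β (-0.09 to 0.24), NKO against WT with KLA (-0.07 to 0.03), the PGC1β set with ERKi (-0.04 to 0.05) and PU.1 near gained regions (-0.0011 to 0.0124, in 3 of 4 fits). It moved by more than 1.5-fold without a change of sign for the sets with RGFP966 (-0.50 to -0.20) and NKO (-0.36 to -0.17), for NCoR (0.28 to 0.55), HDAC3 (0.20 to 0.87) and Fosl2 (0.27 to 1.23) near gained regions, and for HDAC3 (-0.84 to -0.25), Fosl2 (-1.68 to -0.47), PGC1β (-0.64 to -0.30) and p65 (0.0028 to 0.22) near lost regions, and for H3K27ac with KLA in WT (0.07 to 0.17) and NKO (-0.25 to -0.12).

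Of 1399 alternatives for 117 named regions, 1317 gave the same call and direction, 37 were weaker, 4 stronger, 23 moved and 18 reversed. None of the 18 was among called regions (0). They were, under TMM, DESeq2 size factors and the Wald test, for Abca1 0.19, 0.19 (0.1851) and 0.18 (0.183) with KLA in NKO; 0.19, 0.19 (0.1909) and 0.19 (0.1902) for Cre against flox with Veh; 0.36, 0.36 (0.3611) and 0.36 (0.3608) with KLA; and 0.18, 0.17 and 0.17 (0.1706) for the interaction. For Ptgs2 in NKO against WT with Veh they were -0.09, -0.09 (-0.0913) and -0.09 (-0.0933), and for Il12a in Cre against flox with KLA 0.0748, 0.07 (0.0721) and 0.07 (0.0728).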

Other observations

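The tests against matched regions or peaks, of a smaller KLA response, of tags per region and of library dates were chosen only after the results were seen, as was the use of peaks listed in the KLA condition. Planned were the simulation of unchanged groups with shared controls, the set called in the DMSO experiment, the fits without 1 replicate, the TMM scaling and the test by camera.

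In NKO cells with KLA, H3K27ac was lower than in WT at gained regions near NCoR and HDAC3 peaks. Lower enrichment of the NKO KLA libraries at all regions was argued against, since the set lay below 16469 regions of the same place and mean tags by -0.248 on the log2 scale (-0.299 to -0.2 over the 4 replicate pairs). Selection of the regions on the same WT KLA libraries gave medians down to -0.166 in 50 simulations of unchanged groups, which may understate it, against -0.27 observed. This margin rested on 1 library, since the observed median was -0.17 without WT KLA replicate 2. In regions gained in the DMSO experiment, which were not selected on these libraries, the median was -0.10 and did not pass the threshold. With a replicate block the set itself did not pass it either (fry adjusted p = 0.0597). A change shared by all gained regions, bound or not, stays open: the set did not fall further than 126 matched gained regions with neither factor (0.113, with a resampling interval of -0.029 to 0.25). A smaller KLA response in both directions may account for part of the change, as 3021 regions lost in the DMSO experiment lay 0.085 above unchanged regions and those gained lay -0.056 from them.

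With RGFP966, lower enrichment at all regions was argued against by a difference of -0.343 between the set and other regions of the same place and mean tags. The change may be shared by all gained regions, bound or not, since the set differed from 83 matched unbound regions by -0.109 (resampling interval -0.318 to 0.199). A smaller KLA response in both directions is a candidate explanation: 6249 lost regions lay 0.503 above unchanged regions, and gained regions lay -0.42 from them. The set was gained in a separate experiment. For the regions gained in the DMSO experiment, which share controls with this comparison, the observed median of -0.16 lay below the simulated range of -0.05 to -0.03, and the test of this set did not pass the threshold (fry adjusted p = 0.395).

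The opposite changes at promoter-proximal and distal regions with RGFP966 were set against a difference in tags per region, which was argued against as the whole cause, since proximal regions lay -1.283 from distal regions of the same mean tags. A smaller KLA response was argued against as well: among regions unchanged by KLA in the Pgc1b flox libraries the difference was -1.261. Inhibition of HDAC3 may act differently at promoters and distal regions, a hypothesis from the same data. No RGFP966 group without KLA was analysed here, so an effect independent of KLA stays open.

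In Pgc1b flox Cre cells with KLA, lower enrichment of these libraries at all regions may account for the lower H3K27ac at the set, since the set lay 0.058 above other regions of the same place and mean tags. By camera, which compares the set with the other regions without matching on place or mean tags, the set was lower (adjusted p = 5.82e-05). Camera compares test statistics, which a shared shift can move further at regions with more tags, so it cannot decide here. The set median was -0.40, against -0.38 at all other regions, and -0.0017 against 0.01 with TMM. Lower enrichment as the explanation stays open. The in-peak shares were 22.4% and 21.97%, against 29.9% and 30.1% in Pgc1b flox with KLA. The set differed from matched gained regions without the factors by -0.012. A smaller KLA response in both directions also stays open (0.063 at 6934 lost regions, -0.051 at gained regions).

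NCoR with ERKi fell at most peaks, and the set lay 0.121 above other peaks of the same place and mean tags, so lower enrichment of the ERKi libraries may account for the fall at the set. A mean of 15.38% of tags lay in peaks in these libraries. They carry another date than the rest, and date and inhibitor cannot be told apart because each date holds only one of the groups.

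PU.1 tags fell with KLA at most peaks, and peaks near gained regions lay 0.536 above peaks of the same mean tags near unchanged regions. This difference is what local gains of PU.1 would give under either explanation, so lower enrichment of the KLA libraries and a fall of PU.1 binding cannot be told apart. With TMM the PU.1 median went from -0.41 to 0.0019. Of the 50690 PU.1 peaks, 31970 were listed with Veh only, which can also favour a fall.

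Tags of H3K27ac in WT were counted here in the regions as given, not in a fixed window, so the 2 numbers that follow differ from those of the study also in what was counted. The number of regions that gained H3K27ac with KLA in WT was 1200. That is lower than the value quoted from the study above.

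The number of regions that lost H3K27ac was 688. That is lower than the value quoted from the study above.

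The share of lost regions with NCoR, HDAC3 and PGC1β peaks was 58.9%, with peaks listed in either condition. That is higher than the value quoted from the study above. The study used PGC1β sites under KLA and its own lost regions, so the values differ in what was counted. With peaks listed in the KLA condition, nearer to the study's definition but chosen after seeing the data, the share was 38.2%. The same alternative took the share of gained regions from 63.4% to 52.1%, further below the value quoted from the study.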
